A study of Mus musculus with 12 samples. Its data were reported in "Neural stem/progenitor cell properties of glial cells in the adult mouse auditory nerve" (2015).

How the data were processed

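RNA of the auditory nerve was measured in 12 CBA/CaJ mice on Affymetrix mouse 3' expression arrays, 2 mice at each of P0, P3, P7, P10, P14 and P21. Per the paper, the bony outer shell, the lateral wall and most, not all, of the sensory epithelium were dissected away. This left the modiolus, the core of the cochlea that holds the nerve, so the samples are enriched for nerve rather than pure. Per the labels and the paper, the tissue from both cochleas of a mouse was pooled, so each array is 1 mouse and the 2 arrays of a stage are biological replicates. Arrays measure no read depth, and the number of arrays, 2 per stage, limits precision. The labels give no batch or scan date.

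The authors processed the scans in Affymetrix Expression Console by RMA and by MAS5, with no version stated. The deposited values are log2 RMA values, background corrected, quantile normalized and summarised per probe set: they have near-equal quartiles on all 12 arrays, as MAS5 signals do not. No further normalization was applied, and the table held 0 columns of other samples. Array medians lay between 6.70 and 6.79. Of 45101 probe sets, 64 controls were set aside and 45037 tested; 34945 have 1 gene symbol, 932 several and 9160 none, and probe sets without a single symbol count in totals but are never named. A gene is represented by its probe set with 1 symbol and the highest mean over the 12 arrays, which gives 18193 genes, 9010 of them with over 1 probe set.

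Groups, comparisons, tests, alternatives, gene lists and the rule for naming genes were set before the data were examined. Stages were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on all 12 arrays in 6 stage groups, so that 6 residual degrees of freedom share 1 estimate of the spread (prior degrees of freedom 4.03, prior variance 0.0178, pooled residual SD 0.19). P3, P7, P10, P14 and P21 were compared with P0, and each stage from P7 on with the one before. P-values were adjusted by Benjamini-Hochberg over the 45037 probe sets. A moderated F-test over the 6 stages, with the highest mean over 1.5 times the lowest, assigned each called probe set to its highest and lowest stage. Change per step was also measured as the mean square change over all probe sets less that expected from the spread of replicates.

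The 32 gene lists, 795 entries of which 727 matched a gene on the array, are peripheral myelin, oligodendrocyte, astrocyte, immature Schwann cell, cholesterol synthesis, neuronal structure and synapse, spiral ganglion neuron identity, ion channels and pumps of excitability, node of Ranvier, axon growth and guidance, Notch signalling, cell cycle, imprinted growth genes, cytosolic ribosomal proteins, oxidative phosphorylation, histone deacetylases, fibrous matrix and fibroblast, cartilage, bone, hair cell, supporting cell and tectorial membrane, lateral wall, endothelial cell, skeletal muscle, macrophage, neutrophil and marrow myeloid, erythroid, B cell, interferon and MHC class I, complement and acute phase, the study's PCR genes and the study's adult stemness table (209 genes with a single symbol, 199 matched). Some genes are in 2 lists, such as Mag in myelin and node of Ranvier, Kcna1, Kcna2 and Scn8a in channels and node, and Dcx in axon growth and the PCR genes. Lists were tested with limma's camera at its preset correlation of 0.01 on 1 probe set per gene, with Benjamini-Hochberg over the 32 lists. Camera with an estimated correlation and fry were run beside it. Members called are counted with p adjusted over all probe sets and over the list alone.

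Genes are named by 1 rule: per comparison the 6 largest rises and 6 largest falls among called probe sets whose arrays do not overlap between stages and whose symbol is not a placeholder, up to 4 called members of each list by fold (or the 1 with the largest fold where none is called), and the 13 PCR genes with Hdac1 and Hdac2. The text gives a selection of these. Genes of the closing observations were chosen after their values were seen. The 3' to 5' balance of RNA is the difference of log2 values between 3' and 5' control probe sets of Actb and Gapdh on each array.

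The fit was tested on simulated data, in which 200 probe sets were changed by 1.5-fold, 2-fold or 4-fold. For P10 against P0 it recovered 5 of 66, 44 of 67 and 64 of 67, with 4 false calls, and for P14 against P10 8 of 66, 49 of 67 and 64 of 67, with 12 false calls. Changes of 1.5-fold were mostly missed there, but their median fitted fold, 1.48 and 1.5, lay at the fold limit itself. Adjustment is also stricter with 200 changed probe sets than with the 8695 called from P0 to P10. These rates therefore need not hold for the real comparisons. Replicates were compared pair by pair: their correlation was 0.9962, 0.9917, 0.9945, 0.9959, 0.9939 and 0.991 from P0 to P21, and 1.4%, 5.1%, 3.2%, 1.7%, 2.8% and 6.3% of probe sets lay over 1.5-fold apart.

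Alternatives were the replicate number as a block, an intensity trend in eBayes, array weights, leaving out the dimmer 50% of probe sets, quantile normalizing again, shifting arrays to one median, no fold limit, a 2-fold limit, each array left out in turn, the 4 arrays of 2 stages alone, the methods' t-test with and without adjustment, and an unequal-variance test. Lists were also tested on the mean of all probe sets of a gene, and named genes on every other probe set of the gene. Values were handled and plotted with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.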

Results

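Which genes change in the mouse auditory nerve while it matures, and on which days, was asked of nerve-enriched tissue from 12 CBA/CaJ mice, 2 at each of P0, P3, P7, P10, P14 and P21. Gene values below are log2 means ± SD of the 2 mice of a stage, and folds come from the fit over all 12 arrays. A gene is called higher or lower when its adjusted p is under 0.05 and its fold is over 1.5. All 134 calls of single named genes have both arrays of one stage beyond both of the other, a condition that the naming rule sets for the largest changes. The deposited values have no detection calls: in 12 of these 134 the dimmer stage lies in the lowest 25% of the values on both its arrays. It may be background there, so those changes are given as at least.

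Between P0 and P10, from birth to shortly before hearing begins, myelin genes rose. Mag, an adhesion protein of the myelin sheath, rose from 6.27 ± 0.21 to 10.41 ± 0.16 (17.7-fold, adjusted p = 3.05e-07). Pmp2, a fatty acid carrier of peripheral myelin, rose at least 47.3-fold, and Fa2h, which makes myelin lipids, rose 18.6-fold (adjusted p = 2.25e-07). Pou3f1, a transcription factor of Schwann cells that begin to myelinate, rose 8.63-fold. Of 16 peripheral myelin genes, 16 were called higher whether adjusted over all probe sets or over the list alone, with a median change of 2.35 (camera adjusted p = 1.5e-17, and adjusted p = 0.073 with an estimated correlation).

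Genes of oligodendrocytes and astrocytes, glia of the central nervous system, rose with them. No value shows where in the dissected tissue they lay. Mobp, a protein of central myelin, rose from 4.07 ± 0.65 to 12.12 ± 0.40 (at least 266-fold, adjusted p = 5.31e-06), and Mog, on the outer face of central myelin, rose at least 36-fold. Aqp4, the water channel of astrocytes, rose from 7.03 ± 0.69 to 12.13 ± 0.29 (34.4-fold, adjusted p = 1.16e-05). In the oligodendrocyte list 11 of 14 genes were higher, and 11 also when adjusted over the list alone (median 1.24, camera adjusted p = 3.4e-07, and adjusted p = 0.2 with an estimated correlation). In the astrocyte list 7 of 12 were higher, and 7 over the list alone (median 1.23, camera adjusted p = 0.00035, and adjusted p = 0.16 with an estimated correlation). Genes of the immature Schwann cell had a median of −0.50 (camera adjusted p = 0.067) and those of cholesterol synthesis, which supplies myelin, a median of 0.37 (camera adjusted p = 0.072), so neither list was called. Single members were: Gap43, a growth protein of axons and young Schwann cells, fell 8.94-fold and Msmo1, an enzyme of sterol synthesis, rose 1.85-fold.

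**Figure D1:**
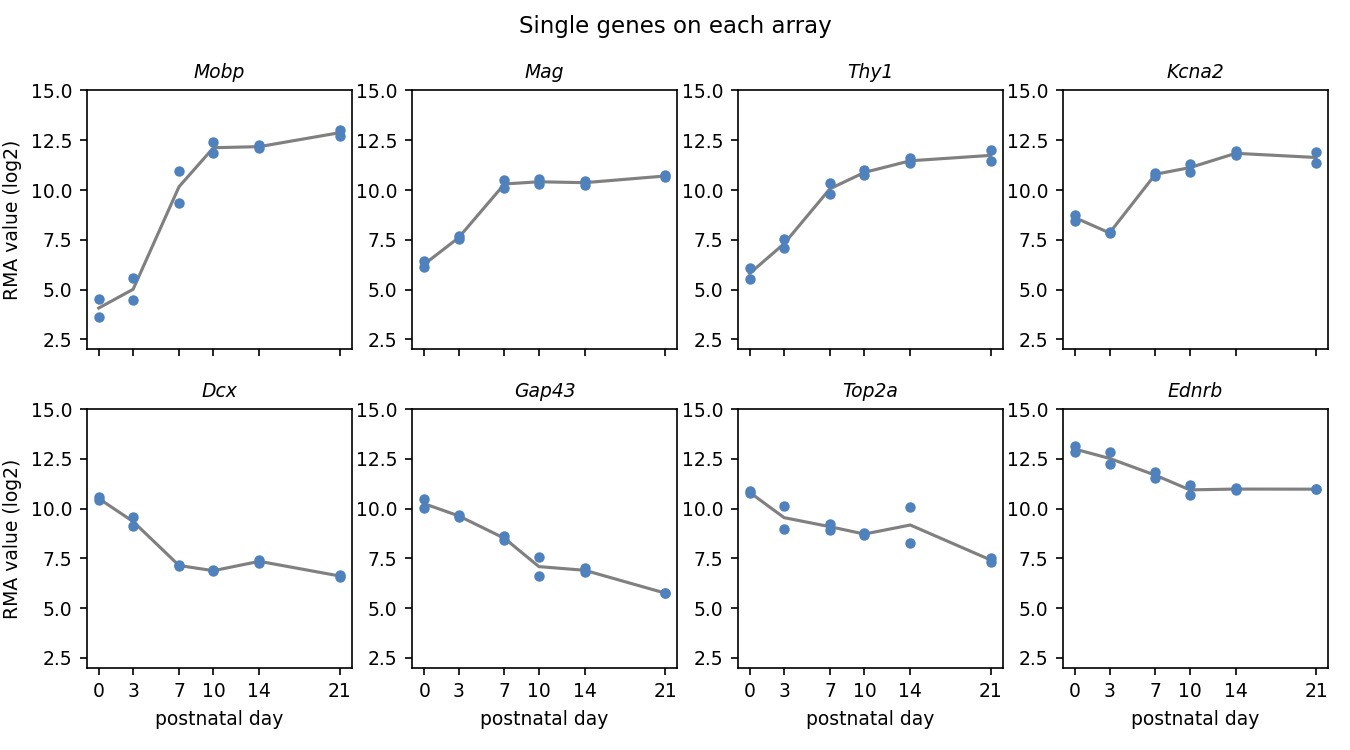
Log2 values of 8 genes of myelin, neurons, axon growth, cell division and the study's own panel on each of the 12 arrays. Dots are arrays, and lines join the means of the 2 mice per stage.

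Genes of neuronal firing rose over the same 10 days. Thy1, a surface protein of mature neurons, rose from 5.81 ± 0.40 to 10.88 ± 0.19 (33.7-fold, adjusted p = 1.65e-06), Vamp1, which releases synaptic vesicles, rose 20.7-fold, and Nefh, the heavy neurofilament, rose 5.92-fold. Kcna1, a potassium channel beside the node, rose 12-fold and Scn4b, a subunit of sodium channels, rose 10.8-fold, whereas Scn9a, a sodium channel, fell 13.6-fold (adjusted p = 3.16e-07). Glra3, a glycine receptor subunit, rose at least 64.4-fold. Of 27 genes of neuronal structure and synapse, 11 were higher and 4 lower, 13 and 5 over the list alone (median 0.49, camera adjusted p = 0.0011, and adjusted p = 0.43 with an estimated correlation). Without P10 replicate 1 the lower ones were 2. Of 20 ion channels and pumps, 10 were higher and 4 lower, as over the list alone (median 0.68, camera adjusted p = 0.0034, and adjusted p = 0.41 with an estimated correlation). In the node of Ranvier list 8 of 15 genes were higher, and 8 over the list alone (median 0.58, camera adjusted p = 0.0002, and adjusted p = 0.28 with an estimated correlation). The 16 genes of spiral ganglion neuron identity had a median of −0.53 (camera adjusted p = 0.49), yet Calb2, a calcium buffer of one neuron subtype, rose 8.69-fold.

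Genes of outgrowth fell as these rose. Dcx, which binds microtubules in migrating and growing neurons, fell from 10.50 ± 0.11 to 6.88 ± 0.03 (12.3-fold, adjusted p = 2.8e-07). Chodl, a membrane lectin, fell at least 41.2-fold, Crabp1, which binds retinoic acid, fell at least 50.6-fold and Sox11, a transcription factor of young neurons, fell 6.54-fold. Of 30 axon growth and guidance genes, 15 were lower and 1, Nrn1, higher (6.02-fold), as over the list alone (median −0.53, camera adjusted p = 0.00043, and adjusted p = 0.085 with an estimated correlation). Notch genes went the same way: Hes5 fell 7.59-fold, Jag1 3.46-fold and Notch1 2.99-fold, and 9 of 25 were lower, 9 over the list alone (median −0.35, camera adjusted p = 0.00088, and adjusted p = 0.24 with an estimated correlation).

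Cell division and growth fell too. Kif20a, a motor protein of dividing cells, fell 4.86-fold and Ccnd1, which starts the cycle, fell 3.25-fold. Of 33 cell cycle genes 24 were lower, and 29 over the list alone (median −1.52, camera adjusted p = 7.3e-07, and adjusted p = 0.42 with an estimated correlation). That count dropped to 7 without P0 replicate 1, to 7 without P10 replicate 1 and to 15 without P10 replicate 2. Mest and Plagl1, imprinted genes of fetal growth, fell 5.66-fold and 5.5-fold, and 6 of 11 imprinted growth genes were lower, 8 over the list alone (median −0.89, camera adjusted p = 0.00035, and adjusted p = 0.2 with an estimated correlation). In the ribosomal protein list 3 of 20 were lower, and 3 over the list alone, Rps6 most (2.49-fold; median −0.33, camera adjusted p = 0.0002, and adjusted p = 0.41 with an estimated correlation). Of 199 adult stemness genes 33 were lower and 8 higher, 34 and 8 over the list alone (median −0.19, camera adjusted p = 0.0038, and adjusted p = 0.24 with an estimated correlation). The 29 genes of oxidative phosphorylation had 5 higher, and 5 over the list alone (median 0.40, camera adjusted p = 4.6e-08, and adjusted p = 0.2 with an estimated correlation), Atp5g1 of the ATP synthase among them with a log2 change of 0.78.

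Genes of the cells around the nerve changed too. Otos, a protein of cochlear fibrocytes, rose from 5.89 ± 0.68 to 14.30 ± 0.04 (339-fold, adjusted p = 2.43e-07). Ibsp and Dmp1, which mineralise bone, rose 119-fold and 51.6-fold, and 12 of 13 bone genes were higher, 13 over the list alone (median 4.09, camera adjusted p = 4.4e-13, and adjusted p = 0.15 with an estimated correlation). Tecta, of the tectorial membrane, fell from 13.13 ± 0.11 to 6.60 ± 0.47 (92.7-fold, adjusted p = 2.63e-05). Atoh1, which specifies hair cells, fell 11.9-fold. In cartilage Matn1 fell 19.8-fold while Hapln1 rose 10.2-fold and Chad 5.86-fold, 4 of 17 higher and 4 lower. In the supporting cell list that holds Tecta, Ucma rose 14.6-fold and Emilin2 11.4-fold, 3 of 16 higher and 5 lower. Fbn2, a fibrillin of growing tissue, fell 6-fold, and 11 of 23 fibroblast and matrix genes were lower, 11 over the list alone, but 7 without P0 replicate 1 (median −0.52, camera adjusted p = 0.0046, and adjusted p = 0.41 with an estimated correlation). Lists of hair cells (16 genes, median −0.22, camera adjusted p = 0.086), supporting cells (16, median −0.04, 0.89), lateral wall (17, median −0.48, 0.48), cartilage (17, median −0.15, 0.66), endothelium (13, median −0.21, 0.092) and skeletal muscle (12, median −0.12, 0.43) were not called. For supporting cells, lateral wall and skeletal muscle the direction of the camera test was up, opposite to the sign of the median.

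Genes of blood and immune cells rose. Lyz2, lysozyme of macrophages and granulocytes, rose 8.72-fold, and 14 of 16 macrophage genes were higher, 14 over the list alone (median 1.17, camera adjusted p = 6.6e-07, and adjusted p = 0.23 with an estimated correlation). Camp, of marrow granulocytes, rose 15-fold (adjusted p = 0.0038) and Slc4a1, of red cells, rose 17.6-fold (adjusted p = 0.00277). In the neutrophil and marrow list 7 of 12 were higher, 11 over the list alone (median 2.57, camera adjusted p = 0.0002, and adjusted p = 0.41 with an estimated correlation), in the erythroid list 8 of 11, and 8 over the list alone (median 1.66, 0.00038, and 0.36 with an estimated correlation), and in the B cell list 5 of 11, 6 over the list alone (median 0.93, 0.017, and 0.42 with an estimated correlation). The B cell call was lost with the dimmer probe sets left out (0.13) and on the mean of all probe sets of a gene (0.051). These counts change when single arrays are left out: the neutrophil count was 4 without P10 replicate 1 and 11 without either P14 array, the erythroid count 4 without P0 replicate 1, and the B cell count 2 without P10 replicate 1. Psmb8, of the immunoproteasome, rose by a log2 change of 1.76, with 7 of 13 interferon and MHC class I genes higher, 7 over the list alone (median 0.76, camera adjusted p = 0.0057, and adjusted p = 0.35 with an estimated correlation). Serping1, an inhibitor of complement, rose 2.2-fold, with 4 of 9 complement genes higher, 4 over the list alone (median 0.67, camera adjusted p = 0.0029, and adjusted p = 0.19 with an estimated correlation).

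The study measured some genes by PCR that its arrays had identified, choosing them for known roles in neural development, so they are not taken as independent evidence here. Shh, a secreted signal, was 3.99-fold higher at P10 than P0 (adjusted p = 9.74e-05) and Gfap, of astrocytes and non-myelinating Schwann cells, 1.99-fold higher (adjusted p = 0.00348). Ednrb, an endothelin receptor, was 4.13-fold lower (adjusted p = 9.51e-05), Calb1 2.72-fold, Sox2 2.23-fold, Nedd4l 2.2-fold and Foxd3 1.78-fold lower, beside Dcx above. The paper names its gene only as Calb, and Calb1 was taken for it here. Ngfr (−0.47, adjusted p = 0.15), Nes (−0.24, 0.282) and Gdnf (0.33, 0.0516) were not called, nor were Vim (−0.50, adjusted p = 0.00379) and Fgf10 (−0.71, 0.05). Yet both other probe sets of Vim were called lower (−0.70, 0.0161; −0.74, 0.000825). Fgf10 was called without either P3 array (0.0364) or either P21 array (0.0228), with an intensity trend (0.0448), array weights (0.0161), the dimmer probe sets left out (0.0379), arrays shifted to one median (0.0318), the 4 arrays alone (0.0079) or the RNA balance of Actb as a covariate (0.0464). As a list of 13 they had 6 lower and 2 higher, 7 and 2 over the list alone (median −0.71, camera adjusted p = 0.02, 0.056 with the dimmer probe sets left out, and adjusted p = 0.39 with an estimated correlation). Of the histone deacetylases, Hdac6 (log2 change −0.89) and Hdac4 (−0.85) were lower and Hdac9 higher (0.65, adjusted p = 0.00384). Hdac9 fell under the fold limit without P0 replicate 2 (0.57) and had −0.02 on another probe set. The 11 genes had a median of −0.29 (camera adjusted p = 0.25). Hdac1 fell short of the fold limit (−0.57, adjusted p = 0.00933), except without P0 replicate 1 (−0.59, 0.0425) or P10 replicate 2 (−0.60, 0.0337) or with arrays shifted to one median (−0.62, 0.00567). Hdac2 fell short too (−0.38, 0.0279), with another probe set called lower (−0.66, 0.000871) and a further one at 0.47 (0.238).

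In all, 8695 of 45037 probe sets were called between P0 and P10, 4161 higher and 4534 lower. Of 32 gene lists, camera called 22, 14 up and 8 down, and fry called 29, but camera with an estimated correlation called 0, its lowest adjusted p 0.073, with 7 at an unadjusted p under 0.05. Against P0 the count was 5011 at P7 (2451 higher, 2560 lower) and 9655 at P14 (4577 higher, 5078 lower), and the P7 count dropped to 2929 without P7 replicate 1.

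**Figure D2:**
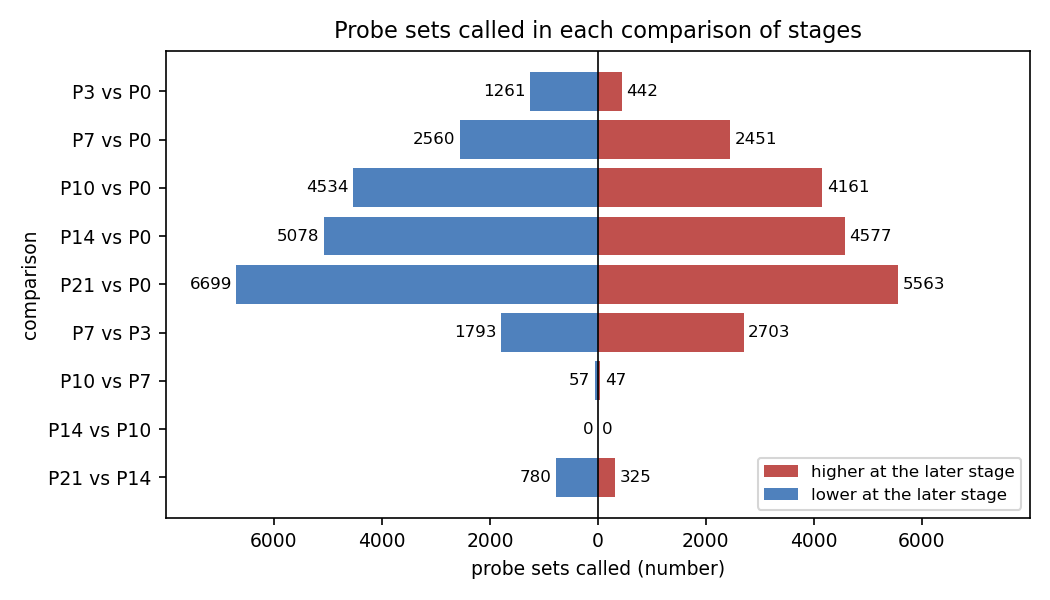
Probe sets called higher and lower in each of the 9 comparisons of stages, 2 mice per stage.

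What begins within 3 days of birth is seen at P3 against P0. Otos rose from 5.89 ± 0.68 to 10.68 ± 0.59 (27.8-fold, adjusted p = 0.00015) and Pmp2 from 4.40 ± 0.44 to 8.70 ± 0.13 (at least 19.8-fold, adjusted p = 0.000633). Pou3f1 was already 4.35-fold higher (adjusted p = 0.000334) and Fa2h 3.08-fold higher, and the peripheral myelin genes rose by a median of 0.99, 10 of 16 called and 11 over the list alone (camera adjusted p = 6.4e-14, and adjusted p = 0.064 with an estimated correlation). Ibsp rose 13.3-fold, and bone genes by a median of 1.54, 7 of 13 called and 10 over the list alone (camera adjusted p = 1.6e-08, and adjusted p = 0.34 with an estimated correlation). The bone count was 4 without either P0 array or P3 replicate 2. Axon guidance had begun to fall: Dcc, a netrin receptor, fell 2.39-fold (adjusted p = 0.000857), Dcx 2.23-fold (adjusted p = 0.00225), Chodl 3.61-fold and Cacna1e, a calcium channel, 3.75-fold. By limma on the 4 arrays alone Dcx was not called (adjusted p = 0.0585). Of their other probe sets, 1 of Dcc and 1 of Dcx were called lower. Another of Dcc had 0.26 and another of Dcx 0.09, neither called. The axon growth list had a median of −0.29 (camera adjusted p = 2.3e-06, and adjusted p = 0.037 with an estimated correlation) and the Notch list one of −0.17 (camera adjusted p = 0.0008, and adjusted p = 0.34 with an estimated correlation).

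Other early calls are less secure. Mki67, a mark of dividing cells, fell from 11.26 ± 0.11 to 8.47 ± 1.29 (6.92-fold, adjusted p = 0.0311), a log2 change of −2.79. It was not called without P0 replicate 1 (−2.71, 0.18), P0 replicate 2 (−2.87, 0.125), P3 replicate 1 (−1.88, 0.152) or either P10 array (−2.79, 0.0522). Gh, growth hormone, fell from 9.48 ± 0.94 to 7.16 ± 0.12 (5.03-fold, log2 change −2.33, adjusted p = 0.0212), but was not called without P0 replicate 1 (−1.67, 0.162), P3 replicate 1 (−2.42, 0.0834) or P3 replicate 2 (−2.25, 0.0811). Aqp4 rose 4.5-fold (log2 change 2.17, adjusted p = 0.011; 1.68 and 0.081 without P0 replicate 2) and Mmp13, a collagenase of hypertrophic cartilage and bone, 24.2-fold (4.60, adjusted p = 0.00922; 4.0 and 0.0786 without P0 replicate 2). In total 1703 probe sets were called, 442 higher and 1261 lower, a count that dropped to 453 without P0 replicate 1, 562 without P0 replicate 2 and 848 without P3 replicate 1.

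The widest change between successive stages came from P3 to P7, when genes of conduction rose. Kcna2, a potassium channel of the juxtaparanode, rose from 7.85 ± 0.04 to 10.80 ± 0.09 (7.73-fold, adjusted p = 2.86e-05), Scn8a, the sodium channel of mature nodes, 4.82-fold, and Nefh from 9.79 ± 0.21 to 12.53 ± 0.25 (6.7-fold). Mag rose 6.5-fold (adjusted p = 1.51e-05), Ncmap, of peripheral myelin, 7.52-fold (adjusted p = 1.26e-05) and Mobp 35.5-fold (adjusted p = 0.000275). All 16 peripheral myelin genes were called, 16 also over the list alone (median 1.25, camera adjusted p = 2.1e-16, and adjusted p = 0.086 with an estimated correlation). Of 15 node of Ranvier genes 7 were higher, 8 over the list alone (median 0.65, camera adjusted p = 4.1e-06, and adjusted p = 0.37 with an estimated correlation). Neuronal genes had 15 of 27 higher and 16 over the list alone, but 8 without P7 replicate 1 (median 0.95, camera adjusted p = 1.3e-07, and adjusted p = 0.5 with an estimated correlation). H2-D1, a class I molecule, rose 6.43-fold (adjusted p = 2.01e-05) with 7 of 13 interferon and MHC genes, 7 over the list alone (median 1.14, camera adjusted p = 1.5e-05, and adjusted p = 0.36 with an estimated correlation).

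Skeletal and epithelial genes turned over in the same 4 days. Mepe, Sost and Dmp1, of osteocytes, rose 18.1-fold, 13.7-fold and 13.2-fold, and Acp5, of osteoclasts, 15.5-fold (adjusted p = 0.00433), within 12 of 13 bone genes called and 13 over the list alone (median 3.07, camera adjusted p = 1.9e-14, and adjusted p = 0.18 with an estimated correlation). Crabp1 fell from 10.06 ± 0.41 to 5.31 ± 0.69 (26.9-fold, adjusted p = 1.67e-05), Trhr, a receptor for thyrotropin-releasing hormone, fell at least 12-fold, Atoh1 5.45-fold, Hes5 5.1-fold, Dcx 4.63-fold and Sox11 2.43-fold. Hair cell genes had 6 of 16 lower, but 3 without P7 replicate 1 (median −0.43, camera adjusted p = 0.0025, and adjusted p = 0.5 with an estimated correlation). The total was 4496, 2703 higher and 1793 lower, and 2390 without P7 replicate 1, with 1615 higher. The total also fell with the RNA balance of Actb as a covariate. The median change of called probe sets then went from 0.94 to 0.87 for those higher and from −0.81 to −0.73 for those lower. Beyond the spread of replicates the root mean square change was 0.411 here. It was 0.261 from P0 to P3, 0.193 from P7 to P10, 0.111 from P10 to P14 and 0.280 from P14 to P21.

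Between P7 and P10 few single genes passed. Glra3 rose from 7.19 ± 1.22 to 10.65 ± 0.59 (11-fold, adjusted p = 0.0238) and Opalin, of central myelin, 2.99-fold (adjusted p = 0.0221). Tecta fell from 10.98 ± 1.33 to 6.60 ± 0.47 (20.9-fold, adjusted p = 0.0191), Oc90, an otoconial protein, 3.78-fold and P2rx3, an ATP receptor of young sensory neurons, 5.64-fold (adjusted p = 0.017). The oligodendrocyte list rose by a median of 0.70 (camera adjusted p = 2.2e-08, and adjusted p = 0.26 with an estimated correlation) and the imprinted list had a median of −0.68 (camera adjusted p = 2.8e-05, and adjusted p = 0.26 with an estimated correlation). Only 104 probe sets were called, 47 higher and 57 lower, and the count was 2 without P10 replicate 1, 4 without P7 replicate 2, 38 without either P0 array, 63 without either P3 array, 66 without P10 replicate 2 and 318 without P7 replicate 1. Without P7 replicate 2 the adjusted p of these 5 genes was 0.0826 for Glra3, 0.249 for Opalin, 0.089 for Tecta, 0.109 for Oc90 and 0.159 for P2rx3, and without P10 replicate 1 it was 0.299, 0.272, 0.254, 0.205 and 0.0726. Glra3 and Opalin were also not called without either P0 array (0.0566 each), Opalin without P10 replicate 2 (0.065) and Tecta without P10 replicate 2 (0.0506).

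Whether the nerve changes as hearing begins is asked of P14 against P10, where neuronal lists moved but no single gene passed. Neurod1, a transcription factor of sensory and granule neurons, was 9.88 ± 0.39 at P14 and 6.22 ± 0.18 at P10 (log2 change 3.67, adjusted p = 0.301; 0.0186 without either P21 array). Scn8a had a change of 1.03 (adjusted p = 0.451) and Rbfox3, a nuclear protein of mature neurons, one of 0.90 (adjusted p = 0.458). Markers of cerebellar granule neurons, chosen after their values were seen, went the same way: Gabra6 had a change of 3.84 (adjusted p = 0.328; 0.0024 without either P21 array), Cbln1 2.30 (0.362; 0.0491 on the 4 arrays alone) and Cbln3 1.35 (0.532; 0.0328 without either P21 array). The neuronal list rose by a median of 0.48 (camera adjusted p = 3.8e-10), ion channels by 0.33 (2.7e-05), the node of Ranvier by 0.34 (0.00033) and spiral ganglion identity by 0.26 (0.00028), each with adjusted p = 0.55 with an estimated correlation. Ribosomal proteins had a median of −0.12 (camera adjusted p = 0.003, and adjusted p = 0.76 with an estimated correlation). These 5 calls held under each of the 18 other settings tried with camera at its preset correlation. By limma 0 probe sets were called, with 3472 at an unadjusted p under 0.05 where chance gives 2252, and fry called 0 lists (2 at an unadjusted p under 0.05). The methods' t-test gave 370 probe sets, the unequal-variance test 200 and limma on the 4 arrays alone 9, whereas limma gave 77 without P14 replicate 2, 27 without either P21 array, 2 without P10 replicate 1 and 1 without any P3 or P7 array.

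Of the other 8 of 13 lists called at P14, 7 lost or reversed their call without single arrays. The cell cycle list was called up (median 0.30, camera adjusted p = 0.0061, and adjusted p = 0.83 with an estimated correlation), but down without P14 replicate 1 (adjusted p = 9.7e-05). That array also had more marrow signal: medians against P0 were 4.98 and 2.30 on the 2 P14 arrays for neutrophil genes, 3.03 and 1.28 for erythroid genes. Without P14 replicate 1 the calls of neutrophil and marrow myeloid genes (median 0.80, camera adjusted p = 0.0019, and 0.76 with an estimated correlation), erythroid genes (0.67, 0.0038, 0.76), B cell genes (0.40, 0.034, 0.76) and astrocyte genes (0.17, 0.033, 0.55) were lost, with adjusted p = 0.093, 0.79, 0.34 and 0.16. Without P10 replicate 2 neutrophil (0.24), B cell (0.29) and astrocyte (0.62) calls were lost, and without either P21 array the B cell call (0.051). With the dimmer probe sets left out the B cell call was lost too (0.072). Bone (median −0.29, camera adjusted p = 0.0018, and 0.71 with an estimated correlation) was lost without P14 replicate 2 (0.83), and fibroblast genes (−0.11, 0.026, 0.76) without P14 replicate 2 (0.83), without P10 replicate 1 (0.12) or with the dimmer probe sets left out (0.065). The call of stemness genes (−0.07, 0.00044, 0.55) held without each array in turn. With the RNA balance of Actb as a covariate it was lost (0.057), as were those of bone (0.25) and fibroblast genes (0.51). Ltf, of granulocytes, shows the spread: 9.65 ± 2.28 at P14 (log2 change 1.55, adjusted p = 0.685; 0.0138 without P14 replicate 2).

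**Figure D3:**
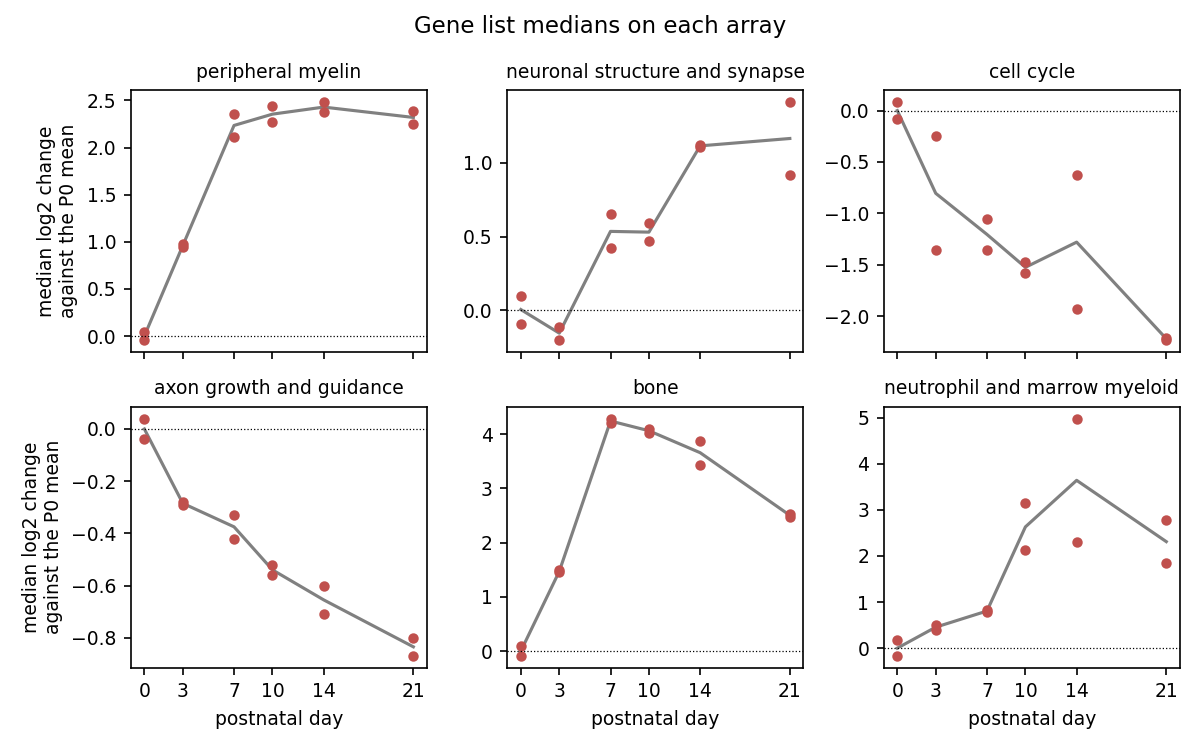
Median log2 change of 6 gene lists against the P0 mean on each array. Dots are arrays, lines join the means of the 2 arrays per stage, and each panel has its own scale.

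From P14 to P21, after hearing has begun, cartilage collagens fell and some oligodendrocyte genes rose. By limma on the 4 arrays of these stages alone every call named here was lost, at adjusted p = 0.101 or above. Col2a1, the main cartilage collagen, fell from 13.37 ± 0.13 to 11.56 ± 0.20 (3.51-fold, adjusted p = 0.000327), Col9a1 2.51-fold (adjusted p = 0.00196) and Fbn2 3.17-fold (adjusted p = 0.00229). Klk6, a protease of mature oligodendrocytes, rose 4.72-fold (adjusted p = 0.00229), as did Hapln2, at nodes of central axons, 4.04-fold (adjusted p = 0.00495; 0.0516 without P14 replicate 1). Pmp2 of peripheral myelin fell 3.81-fold (adjusted p = 0.027; 0.185 without P14 replicate 1, 0.0729 without P14 replicate 2, 0.0661 without P21 replicate 2), and the peripheral myelin list had a median of −0.08 (camera adjusted p = 0.034, and adjusted p = 0.49 with an estimated correlation), lost without P14 replicate 2 (0.28) or P21 replicate 1 (0.15). Stfa3, a stefin of granulocytes, fell from 10.12 ± 1.58 to 5.22 ± 0.35 (30-fold, adjusted p = 0.00837). Acp5 fell from 10.25 ± 1.65 to 6.38 ± 0.40 (14.6-fold, adjusted p = 0.022; 0.157 without P14 replicate 1, 0.0837 without P21 replicate 1) and Ttr, the thyroxine carrier transthyretin, rose from 9.89 ± 0.40 to 12.31 ± 0.47 (5.35-fold, adjusted p = 0.00543; 0.0656 without P14 replicate 1). The cartilage list had a median of −0.18, with 5 of 17 lower and 6 over the list alone (camera adjusted p = 0.00017, and adjusted p = 0.26 with an estimated correlation), and the oligodendrocyte list one of 0.45 (camera adjusted p = 0.00062, and adjusted p = 0.42 with an estimated correlation).

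Of 1105 probe sets called, 780 fell and 325 rose. Fewer were called with array weights. The count was 31 without P14 replicate 1 (23 lower), 1750 without P14 replicate 2 (1368 lower), 679 without either P0 array and 527 without P21 replicate 1 (260 lower and 267 higher). Fibroblast genes had a median of −0.42 (camera adjusted p = 9.1e-13, and adjusted p = 0.26 with an estimated correlation) and cell cycle genes one of −1.08 (camera adjusted p = 7.2e-13, and adjusted p = 0.42 with an estimated correlation), 18 of 33 of them lower when adjusted over the list alone and 0 over all probe sets, or 23 without P14 replicate 2. The cell cycle medians against P0 were −0.63 and −1.93 on the P14 arrays and −2.23 and −2.21 on the P21 arrays, so the fall is small from P14 replicate 2. RNA from P21 read more weakly toward its 5' end: the 3' minus 5' difference of Actb was 2.17 ± 0.21 at P21 against 1.25 ± 0.23 at P14 and 0.94 ± 0.02 at P0. With that difference as a covariate limma called 0 probe sets between P14 and P21, with 2372 at an unadjusted p under 0.05 at any fold, where chance gives 2252. Without the covariate and without adjustment, but with the fold limit, the methods' t-test gave 1001 and the unequal-variance test 467. The covariate raised the median standard error from 0.14 to 0.36, since balance and stage nearly coincide. Some changes kept or exceeded their size and lost the call with the larger error, as Fbn2 (−1.67 with SE 0.15 before, −1.65 with SE 0.44 after), Col9a1 (−1.33, 0.11; −1.76, 0.29) and Ttr (2.42, 0.27; 2.50, 0.79). Others shrank, as Stfa3 (−4.9 with SE 0.61 before, −0.97 with SE 1.09 after) and Acp5 (−3.87 with SE 0.68 before, −0.75 with SE 1.63 after). In the P14 pair the array with the weaker imbalance, replicate 1 (1.08 against 1.41), also had more marrow signal. Its neutrophil median was 4.98 against 2.30 and its Acp5 value 11.42 against 9.08. For such genes the covariate cannot separate RNA balance from marrow, so their shrinkage decides nothing. The median over called probe sets went from −0.92 to −0.26 for those lower and from 0.77 to 0.56 for those higher.

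**Figure D4:**
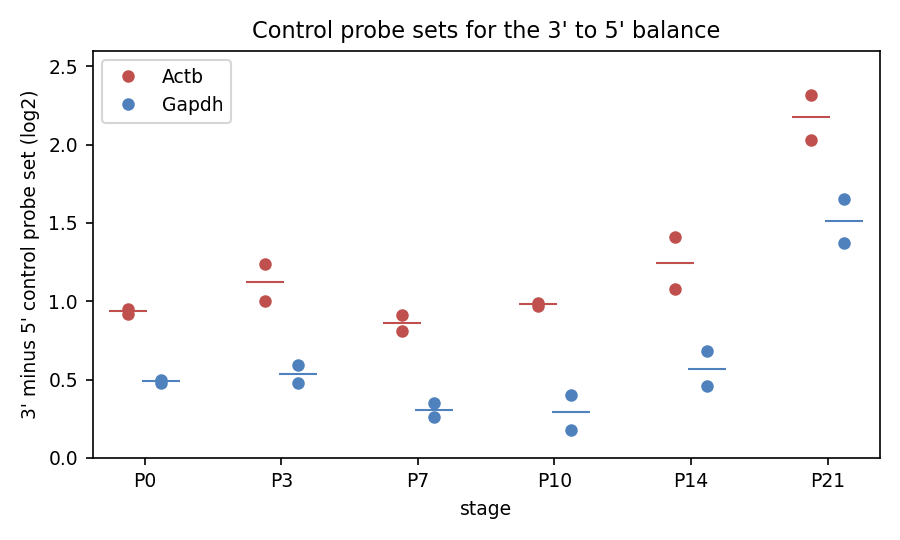
Difference between 3' and 5' control probe sets of Actb and Gapdh on each array, log2. Dots are arrays and dashes the mean of the 2 mice per stage.

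Over the whole span, P21 against P0, more genes of oligodendrocytes, neurons and the cell cycle were called than at P10. Bone and macrophage genes lay nearer to P0 than at P10. Markers of cerebellar granule neurons, chosen after their values were seen, also stood higher at P21 than at P10. Gabra6 was at 8.42 ± 2.12 against 5.02 ± 0.31 and Cbln1 at 9.93 ± 1.24 against 7.77 ± 0.22. Whether such neurons add to the neuronal count was not tested. Mobp reached 12.88 ± 0.21 (at least 449-fold, adjusted p = 1.87e-06), Thy1 rose 61-fold, Kcnc1, a potassium channel of fast-firing neurons, rose from 7.22 ± 0.34 to 12.03 ± 0.48 (28.1-fold, adjusted p = 7.43e-07) and Scn8a rose 15.1-fold. Oc90 fell from 13.43 ± 0.20 to 5.60 ± 0.17 (228-fold, adjusted p = 1.91e-07), Crym, which binds thyroid hormone, fell 66.7-fold, Gap43 22.5-fold, Dcx 14.8-fold and Top2a, of dividing cells, 10.5-fold (adjusted p = 0.000431). Members called were 16 of 16 for peripheral myelin, 13 of 14 for oligodendrocytes, 18 higher and 5 lower of 27 for neurons, 12 higher and 2 lower of 20 for channels and pumps, 31 of 33 lower for the cell cycle and 16 of 23 lower for fibroblasts. Over each list alone these counts were 16, 13, 19 and 5, 12 and 2, 31, and 16, and camera adjusted p was 7.4e-12, 2.1e-07, 0.0002, 0.00058, 1.6e-09 and 6.3e-07, or 0.094, 0.22, 0.45, 0.36, 0.36 and 0.22 with an estimated correlation. Hdac1 (−0.87, adjusted p = 0.00053) and Hdac2 (−0.69, 0.000733) were now called lower, as were Vim (−0.66, 0.000461) and Ednrb (−2.01, 5.63e-05), whereas Ngfr was not (−0.04, 0.918). With the Actb difference as a covariate, which raised the median standard error from 0.14 to 0.47, the calls of Mobp (7.47, adjusted p = 0.0848), Scn8a (4.94, 0.0655), Gap43 (−4.60, 0.0527), Top2a (−1.63, 0.722), Hdac1 (−1.08, 0.315), Hdac2 (−1.33, 0.101), Vim (−0.76, 0.353) and Ednrb (−2.95, 0.0827) were lost. Of these the log2 change shrank for Mobp and, by more, for Top2a (−3.39 before).

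Cartilage genes were called down (median −0.87, camera adjusted p = 0.015, and adjusted p = 0.26 with an estimated correlation), but not with the dimmer probe sets left out (0.061) or with the Actb difference as a covariate (0.094), and bone genes stood at a median of 2.50, 10 of 13 called higher and 10 over the list alone (camera adjusted p = 6e-06, and adjusted p = 0.22 with an estimated correlation). Macrophage genes (median 0.41, camera adjusted p = 0.051) and B cell genes (0.66, 0.28) were no longer called. Otos remained high at 14.37 ± 0.02 (356-fold). Of 12262 probe sets called, 5563 were higher and 6699 lower, and camera called 22 of 32 lists, 12 up and 10 down, fry 28 and camera with an estimated correlation 0, its lowest adjusted p 0.086, with 7 at an unadjusted p under 0.05. With the Actb difference as a covariate 605 probe sets were called, 365 higher and 240 lower.

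Pooling the stages before hearing, 9857 probe sets (21.9%) were called at P3, P7 or P10 against P0, with limma and an adjusted p. Across all 6 stages the moderated F-test called 17258 (38.3%). Of these 4893 (28.4%) were highest at P0 and 4935 (28.6%) at P21, and 1256 to 3006 at each stage between. Of the 17258, 3413 (19.8%) were highest at P0 and lowest at P14 or P21, as Dcx was. Another 2776 (16.1%) were lowest at P0 and highest at P14 or P21, as Mobp and Thy1 were.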

Values the study reported

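The study counted 6023 genes that differed at P3, P7 or P10 from P0 by more than 1.5-fold at p < 0.05, and 6915 genes that changed after injury of the adult nerve, 2061 of them in both sets. It named 636 genes that rose after injury and were highest at P0, and tested 13 genes by RT-PCR, of which 9 rose and 4 fell after injury.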

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

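Tests chosen only after the result was seen are the comparison of probe sets within genes, all tests of marrow, the test of nerve share, the test of the interval between days, the count of members that go both ways and the fit with RNA balance as a covariate. Control probe sets, which no comparison of stages uses, set the P21 arrays apart by size: both lay above the highest P0 array by over 3 pooled SDs of a stage, as both arrays of no other stage did. The 3' minus 5' difference of Actb was 2.17 ± 0.21 at P21, where the highest P0 array had 0.95 and the pooled SD of a stage was 0.148, and that of Gapdh was 1.51 ± 0.20 (0.50, 0.128). Between the middle and the 5' probe sets it was 0.86 ± 0.08 for Actb (0.22, 0.076) and 0.14 ± 0.08 for Gapdh (−0.30, 0.065). The labels hold no batch or day of extraction, so age and handling at P21 were not separated.

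More probe sets fell than rose from P14 to P21, 780 against 325 (23 against 8 without P14 replicate 1, 260 against 267 without P21 replicate 1). Maturation already under way is undecided: the median of the probe sets that fell lay 0.055 above uncalled ones of like level in their change from P0 to P10 (SD 0.02), but the bound set beforehand on that median was wrong because its members go both ways, 149 called higher and 123 lower (104 and 114.5 in sets of like level, SD 9.9 and 10.4; 325 and 312 without P14 replicate 2, against 167.5 and 187.5). RNA imbalance remains open, because the same probe sets lay lower on the more imbalanced array of the P3 pair, by −0.208 (SD 0.009). The P3 arrays are not in the P14 or P21 means. Their difference did enter the shared estimate of spread, so the P3 pair had some part in choosing these probe sets. Within 9010 genes the dimmer probe sets changed by −0.05 against the brightest one (SE 0.0036), at the limit of 0.05 set for the test, and by −0.035 from P10 to P14, so this test cannot decide. Blood-forming marrow in P14 replicate 1 is undecided, since the P14 arrays chose these probe sets and their difference, 0.273 for replicate 1 minus replicate 2 or −0.273 for the more imbalanced array minus the other, tests neither marrow nor imbalance, while in the P10 pair they lay 0.06 lower on the array with more marrow (SD 0.008), and a change with age that begins after P14 is open and untested.

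Bone and marrow genes rose after P0. A smaller share of nerve tissue would raise the genes of every other tissue alike only if those tissues kept their proportions and their cells did not change. The fibroblast list had a median change of −0.52 from P0 to P10 while bone had 4.09, so these tissues did not rise alike. Fibroblast genes may also change within cells with age, so the test cannot decide whether the share of nerve changed. Bone carried over unevenly between mice is argued against by the largest difference of the bone median between 2 mice of a stage, 0.44, under the limit of 1.02, but an equal amount in both mice is not. Marrow did differ between mice, by 2.68 at P14 for the neutrophil list against a limit of 0.64, with the cell cycle list 1.3 apart the same way, so unequal marrow is a candidate source of the blood cell signal at P14, whereas for the cell cycle it is undecided, as that list did not follow the neutrophil list at P10 (−1.58 and −1.47 with 3.14 and 2.12) or P21 (−2.23 and −2.21 with 1.84 and 2.78) and differed without it at P3 (−1.36 and −0.25 with 0.51 and 0.40). Growth of bone and marrow with age stays open and untested.

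The step from P3 to P7 held the most change. A longer interval is argued against by the step from P10 to P14, which has as many days and 0.073 times the mean square change per day. Arrival of bone and marrow cells as the whole cause is argued against by 6 lists of myelin, neurons, axon growth, cell cycle and epithelium, which had 52 more called members from P3 to P7 than from P7 to P10, 55 against 3. The count of called probe sets fell from 4496 to 2390 without P7 replicate 1. Age stays open and untested.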

How the results depend on the processing

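The fits without both P21 arrays and with RNA balance as a covariate were chosen after the data were seen. The floor of 32 was not run, since the values are log2. Where an array is left out, the lone array of its stage is assumed to vary like the other groups.

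Counts of called probe sets over the leave-one-out fits ran from 453 to 1989 for P3 against P0, 2929 to 5192 for P7, 6720 to 8822 for P10, 8426 to 9777 for P14 and 10990 to 12372 for P21, and from 2390 to 4745 for P7 against P3, 2 to 318 for P10 against P7, 0 to 77 for P14 against P10 and 31 to 1750 for P21 against P14. They ran from 7760 to 10147 for P3, P7 or P10 against P0 and 15343 to 17304 across the 6 stages, and called lists from 22 to 24 for P10 against P0, 21 to 24 for P21 against P0 and 11 to 13 for P14 against P10.

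With the replicate number as a block P14 against P10 gave 2, and it changed no call of a named gene and moved no other count by over 1.5 times. Differences between replicates 1 and 2 correlated weakly across stages: 15 pairs of stages ranged from −0.12 to 0.32, 6 of them above 0.1. Every pair among P0, P3, P7 and P10 was positive, from 0.06 to 0.32. Control transcripts added for hybridisation also read higher on replicate 1 at these stages, but lower at P14 and P21. A batch shared by replicate number from P0 to P10 therefore stays open. An intensity trend gave 225 for P10 against P7. Array weights gave 358 for P10 against P7, 1 for P14 against P10 and 466 for P21 against P14. No fold limit gave 13228 for P10 against P0, 18419 for P21 against P0 and 6976 for P7 against P3. A 2-fold limit gave 494, 2088, 3802, 4341 and 6001 for P3, P7, P10, P14 and P21 against P0, 1734 for P7 against P3, 386 for P21 against P14, 4216 for P3, P7 or P10 and 9023 across the 6 stages.

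On the 4 arrays alone limma gave 321 for P3 against P0, 2 for P10 against P7, 9 for P14 against P10 and 0 for P21 against P14, where 7379 had an unadjusted p under 0.05. The methods' t-test gave 416 for P10 against P7, 370 for P14 against P10, 1001 for P21 against P14 and 8663 (5528 genes with a symbol) for P3, P7 or P10 against P0. Adjusted, it gave 2, 4, 97, 52 and 24 for P3 to P21 against P0, 2 for P7 against P3, 0 for P10 against P7, 0 for P21 against P14 and 103 for P3, P7 or P10. The unequal-variance test gave 882, 2334, 4881, 5206 and 5524 against P0, 1730 for P7 against P3, 199, 200 and 467 for the steps to P10, P14 and P21, and 6038 for P3, P7 or P10. Called lists were 0 with an estimated correlation in each of the 3 comparisons (7, 7 and 2 at an unadjusted p under 0.05), and 0 with fry for P14 against P10 (2 unadjusted). The cause of these differences was not tested.

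Without both P21 arrays P14 against P10 gave 27. With RNA balance as a covariate P21 against P0 gave 605, P7 against P3 2727, P14 against P10 1 and P21 against P14 0 (2372 at an unadjusted p under 0.05, where chance gives 2252), as the median standard error rose from 0.14 to 0.47 for P21 against P0 and to 0.36 for P21 against P14. Between the middle and 5' probe sets the rise of RNA imbalance from P0 to P21 was 0.65, against 1.24 for 3' and 5'.

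For 152 changes of named genes, 187 other probe sets of the same genes could be compared: 121 gave the same verdict, 52 had the sign of a call but no call, 3 had a call where the brightest had none (Vim with 2 and Hdac2 with 1, at P10 against P0) and 11 had the sign opposite to a call. These were Kcna1 (−0.01), Shh (−0.04) and Nedd4l (0.00 and 0.20) and Hdac9 (−0.02) at P10 against P0, Dcc (0.26) and Dcx (0.09) at P3 against P0, Scn8a (−0.24) and Hr (−0.07) at P7 against P3, P2rx3 (0.11) at P10 against P7 and Kcnc1 (−0.07) at P21 against P0, none of them called. Over the leave-one-out fits 47 of 1824 values lost a call and 17 gained one. On the 4 arrays alone 21 of 134 calls were lost (Dcx, Mki67, Gh, Aqp4 and Mmp13 at P3 against P0, every named call of P10 against P7 and of P21 against P14, and Gh at P21 against P0) and 4 gained (Fgf10, Neurod1, Gabra6 and Cbln1). With the covariate 25 were lost (Mki67 and Gh at P3 against P0, every named call of P21 against P14, and Mobp, Scn8a, Gap43, Top2a, Hdac1, Hdac2, Vim, Ednrb, Thrb, Nfatc1, Gh, Tshb and Prl at P21 against P0) and 1 gained (Fgf10). Array weights ended the calls of Acp5 (0.0573) and Pmp2 (0.056) at P21 against P14.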

Other observations

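The genes of the first 3 paragraphs and the count of shared probe sets were chosen only after their values were seen, whereas the tests of pituitary and choroid plexus markers were set beforehand. Genes that handle thyroid hormone changed over these weeks. Dio2, which makes the active hormone, rose from 7.34 ± 0.16 at P0 to 10.22 ± 0.17 at P3 (log2 change 2.88, adjusted p = 5.74e-05) and 12.84 at P7 (5.50, 4.7e-08), and by P21 had fallen to 10.62 ± 0.21 (−1.26 from P14, adjusted p = 0.00495, but 0.0516 without P14 replicate 1 and −0.79 and 0.921 with the RNA balance of Actb as a covariate). Crym, which binds the hormone in the cytosol, went the other way, from 12.99 ± 0.11 to 6.93 ± 0.03 (−6.06, adjusted p = 7.03e-07). Klf9 and Hr, which the hormone induces in other tissues, rose from P3 to P7 by 1.77 (adjusted p = 6.5e-05) and 1.36 (0.000194), although another probe set of Hr had −0.07. The receptor Thra was under the fold limit (−0.40 at P21, adjusted p = 0.0137) and Thrb lower (−0.70, 0.00934, but 0.0549 without P0 replicate 2, 0.0725 without P21 replicate 2 and 0.426 with the RNA balance of Actb as a covariate). A rise of local thyroid hormone action in the first week may be a step in this maturation, and measured hormone would test it.

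Several genes of osteoclasts were highest at P7. Acp5 stood at 5.64 at P0, 12.25 at P7 and 6.38 at P21, Mmp9 at 6.66, 11.13 and 6.76, and Atp6v0d2, of the osteoclast proton pump, at 5.72, 9.28 and 5.97. From P0 to P7 Mmp9 rose by 4.47 (adjusted p = 0.000246), Atp6v0d2 by 3.56 (0.000412), Ctsk by 2.08 (0.0028) and Dcstamp, which fuses osteoclasts, by 2.13 (0.00105), whereas Nfatc1, their transcription factor, was highest at P0, at 9.43 against 8.82 at P7, and lower at P21 than P0 (−1.40, 0.000173, but −1.63 and 0.262 with the RNA balance of Actb as a covariate). The comparisons of P7 with P0 and of P21 with P14 share no array but share 1 estimate of spread. Their lists of calls therefore need not be independent. Of the probe sets higher at P7 than P0, 125 were lower at P21 than P14, against 42.4 if the lists were independent. That count was 3 against 1.2 without P14 replicate 1 and 250 against 73.9 without P14 replicate 2. The excess is not particular to a rise and fall: 45 against 18.5 were lower then higher, 35 against 17.7 higher in both and 43 against 44.3 lower in both, the last 202 against 78.6 without P14 replicate 2.

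Genes of cerebellar granule neurons were higher at P14 than at P0. Gabra6, a GABA receptor subunit, was 5.02 at P10, 8.87 ± 0.52 at P14 and 8.42 ± 2.12 at P21 (at least 4.34 above P0 at P14, adjusted p = 0.00107, as its P0 level may be background), with Neurod1 2.84 (0.00438) and Cbln3 2.83 (0.00139) above P0. Cbln3 had risen before, from 5.11 at P0 to 6.59 at P10, and Neurod1 stood at 7.65 on P0 replicate 1. Against P10 the change of Gabra6 was 3.84 (adjusted p = 0.328; 0.0024 without either P21 array).

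Gh was 10.15 and 8.82 on the P0 arrays and 7.24 and 7.07 on the P3 arrays, lowest at P10 (6.01 and 6.45) and 7.47 and 8.79 on the P21 arrays. One P21 array was thus close to the lower P0 array, and the P21 mean lay below P0 by a log2 change of −1.36 (adjusted p = 0.0415, but 0.323 without P0 replicate 1, 0.294 without P21 replicate 1, 0.0515 without either P3, 0.0512 without either P7 and 0.0546 without either P10 array, 0.0599 with array weights, 0.0514 when quantile normalized again and 0.111 on the 4 arrays alone). With the RNA balance of Actb as a covariate it was −0.29 (adjusted p = 0.959; SE 1.71 against 0.47 before). Pituitary tissue carried over at P0 is a candidate source. By its rule, the test set beforehand counted against this source, since only 1 other marker was called higher at P0 than P21. Most markers were too dim for that count to decide, so the source is left undecided. Of 8 other pituitary markers only 1, Tshb, at 6.07, was higher at P0 (−0.64 at P21, adjusted p = 0.0111). It had −0.55 without P0 replicate 2, −0.46 without P21 replicate 2, and −1.17 and 0.368 with that covariate. Tshb did not fall with Gh from P0 to P3: it was 5.98 and 6.15 on the P0 arrays and 6.06 and 6.46 on the P3 arrays. Pomc, an abundant pituitary transcript, had 7.89 at P0 and was not called (−0.22, 0.45). Only Pomc lay above the array medians at P0 (Fshb 3.83, Lhb 5.65, Cga 5.66, Ghrhr 5.80, Pitx1 6.18). The lack of a call in the dimmer markers thus decides little. Prl was higher at P21 by at least 1.02 (0.00292, but 2.08 and 0.171 with that covariate), but its level at P0, 4.56, may be background, so it decides nothing. Against P10 again only 1 of the 8 was called higher at P0. That comparison was chosen after the values were seen, because Gh is lowest there (−3.26, adjusted p = 0.000631). Tshb was called (by at least 1.02, 0.00122) and Pomc was not (−0.31, 0.348). Pitx1 was lower at P10 by adjusted p (−0.49, 0.0258) but under the fold limit. Whether pituitary tissue was in P21 replicate 2 was not tested.

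Ttr rose from P14 to P21, and choroid plexus tissue in the dissection could explain it. Of 8 other choroid plexus markers limma called 0 higher at P21 by an adjusted p, yet Otx2 (0.79, adjusted p = 0.0782; 0.0395 without P14 replicate 2 and 0.0433 without P21 replicate 2, but −0.32 with SE 0.49 against 0.22 with the RNA balance of Actb as a covariate) and Kcnj13 (0.70, 0.074; 0.0313 without either P3 array; 1.27 with SE 0.50 against 0.19 with the covariate), which is also in the lateral wall list, passed the fold limit and missed the adjusted p by little. The test was set to exclude this source when under 2 markers were called, but a p that misses by so little shows no equality, so it was left undecided. Aqp1 (−0.72, 0.214), Clic6 (−0.24), Folr1 (−0.01) and Kl (0.27) did not pass, and at an unadjusted p under 0.05 the markers higher at P21 were 3.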
